A study of Schmidtea mediterranea with 6 samples. Its data were reported in "Intestine-enriched apolipoprotein b orthologs are required for stem cell progeny differentiation and regeneration in planarians" (2022).

How the data were processed

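RNA was taken from whole, uninjured *Schmidtea mediterranea*, a freshwater planarian, of an asexual clonal line. Control animals had been fed double-stranded RNA (dsRNA) of *egfp*, a gene planarians lack, and *nkx2.2(RNAi)* animals had been fed dsRNA of the transcription factor *nkx2.2*. Per the labels, each group had 3 biological replicates of 6 to 10 animals, fed once with 1 µg dsRNA and starved for 7 days. The study's methods give a lower range of animals per replicate. Messenger RNA was enriched with oligo-dT beads from 1 µg total RNA, and stranded libraries were read as pairs of 150 bases.

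The authors trimmed the reads with BBDuk and aligned them with Bowtie2, keeping all alignments and allowing soft clipping, to the unique transcripts of the dd_Smed_v6 assembly. Per the study's methods, featureCounts then summed reads per transcript, with reads that map to several transcripts counted at each. The deposited table holds whole-number counts, not normalized, for 28069 transcripts in 6 libraries, with each transcript's length in bases. A last row with no transcript name held 0 counts in each library and was left out. Such a row is written by samtools idxstats and not by featureCounts, and the authors' deposited comparison differs from a fit of these counts, so whether the table is the stated featureCounts output is open, as is whether the values count fragments, single reads of pairs or alignments. If shared reads count more than once, as the methods state, transcripts of one assembly component can raise each other. Of the tested transcripts, 274 belong to a component with more than 1 transcript. A second deposited table holds the authors' own comparison as log2 fold changes, average log2 CPM and FDR-adjusted p-values (Benjamini-Hochberg). It was used only to set beside the results computed here. No genome was used here, and transcripts are given by assembly identifier. The files do not pair identifiers with gene names, so names come from the cloning section of the study's methods.

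Differential expression was computed from the counts in edgeR 4.0.16 under R 4.3.3, following the study's methods, which name an older edgeR version. The stated filter on low counts can be read in more than 1 way, and the reading used here was fixed before the data were examined. Transcripts with a CPM above 1 in at least 3 libraries were kept (14871 transcripts, with 13198 left out), library sizes were recomputed, and TMM (trimmed mean of M-values) factors were calculated. Common, trended and tagwise dispersions were estimated, and the groups were compared with the exact test, 3 libraries against 3, without covariates. P-values were adjusted by Benjamini-Hochberg over all transcripts tested, with an FDR of 0.05 as the threshold. The CPM values given are scaled by the TMM factors, errors are SDs over 3 libraries, and the SE of a log2 fold change comes from the spread of log2 CPM within each group. All tests were two-sided. Fold changes are *nkx2.2(RNAi)* over control.

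The steps were tested on simulated counts drawn from the means, library sizes and dispersions of the 14871 transcripts, with 200 changed by 2-fold or 4-fold. The exact test recovered 188 of the 200, but 17.9% of its calls were false, above the share the FDR threshold of 0.05 allows. The likelihood ratio test (18.5%) and DESeq2 (19.2%) were alike, whereas edgeR's quasi-likelihood test had 7.25% false calls and recovered 179, and limma-voom had 6.77%. The exact test was kept because it had been fixed as the main test before the data were examined. Its counts are therefore liberal in this simulation, and quasi-likelihood values stand beside them. The quasi-likelihood test with abundance offsets, described below, was simulated with a trend that differed between the groups. Without offsets 95.6% of calls were false, and with offsets 8.99%. The offsets lowered the median estimate of the changes simulated at 2.00 on the log2 scale to 1.82. The simulated trend was the same in all libraries of a group and steeper than that of the data. The 95.6% is therefore not an estimate for these data.

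The totals ranged from 53.3 to 65.5 M counts per library, so counting error is small beside the spread between replicates for all but the rarest transcripts. The interval given for a low count is an exact 95% interval and covers counting error only.

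The following alternatives were chosen before the data were examined: the quasi-likelihood and likelihood ratio tests, DESeq2 1.42.0, limma-voom (limma 3.58.1), relative log expression factors, library size alone, no filter on low counts beyond 1 count in total, edgeR's filterByExpr, a literal reading of the stated filter, a null hypothesis of a change no larger than 1.5-fold, counts summed by assembly component, a replicate block, a prior count of 2 for fold changes, the 500 most variable transcripts for correlations, and each library left out in turn. The 1.5-fold null was tested on the quasi-likelihood fit and not by the exact test. After the data had been seen, the quasi-likelihood test was also fitted with offsets. These take out each library's loess trend on transcript abundance or on length (span 0.3).

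Transcripts are named by a rule set before the data were examined: *nkx2.2*, the other transcripts of a list of 16 that the study's methods give with an assembly identifier, the 2 lowest and 2 highest by log2 fold change among those past the threshold with no overlap between the groups and a mean CPM of at least 1, and other transcripts of the same assembly component as *nkx2.2*, *apob-1* or *apob-2*. In the closing section, 1 test was written down before its result was seen, and the others were chosen or written down after.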

Results

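To find transcripts that depend on *nkx2.2*, whole-animal transcriptomes of control and *nkx2.2(RNAi)* planarians were compared, with 3 libraries in each group. Control libraries held 54.4, 53.3 and 59.4 M counts, and *nkx2.2(RNAi)* libraries held 65.5, 55.9 and 58.6 M. The 10 most abundant transcripts took between 8.26% and 9.27% of the counts of a library. Across the 14871 tested transcripts, log2 CPM values of libraries of one group correlated with Pearson's r between 0.989 and 0.993 in controls and between 0.984 and 0.993 in *nkx2.2(RNAi)*. Between groups r ranged from 0.958 to 0.975. These correlations are across transcripts, which are not independent replicates. Restricted to the 500 most variable transcripts, the lowest r within a group was 0.881 and the highest between groups was 0.759. The chi-square per degree of freedom, set against counting error alone, was at least 15.6 for each pair of libraries. It cannot judge the agreement of replicates, since these were separate animals and what the values count is open. The first principal component held 67.6% of the variance and separated the groups. *nkx2.2(RNAi)* replicate 1 lay at 13.4 on this component, nearer to the controls (-39.7, -27.0 and -27.6) than replicates 2 and 3 (40.1 and 40.8). The second component held 15.1% of the variance. There *nkx2.2(RNAi)* replicate 1 stood at 32, apart from all other libraries (-14.6 to 5.2), so its place was not simply between the groups.

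The targeted transcript was examined first. *nkx2.2* (dd_Smed_v6_2716_0_1, 1931 bases) stood at 168, 220 and 177 CPM in the control libraries and at 9.09, 8.65 and 8.87 CPM in the *nkx2.2(RNAi)* libraries. The means were 188 ± 27.6 CPM (SD, n = 3) and 8.87 ± 0.222 CPM (SD, n = 3), so *nkx2.2* remained at 4.70% of the control level. Its log2 fold change was -4.41 (SE 0.12), with an exact test FDR of 1.4e-210 and a quasi-likelihood FDR of 7.7e-08 in edgeR. The other transcript of its assembly component, dd_Smed_v6_2716_1_1, was not detectably changed, with a log2 fold change of 0.10 (SE 0.16) and an exact test FDR of 0.787 in edgeR. Per the study's methods, reads that map to both are counted at both. The counts of *nkx2.2* in the *nkx2.2(RNAi)* libraries (625, 459 and 485) exceeded those of dd_Smed_v6_2716_1_1 (355, 376 and 384) in all 3 libraries.

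Next, the number of transcripts that differed between the groups was determined. By the exact test, 808 transcripts were lower and 771 were higher in *nkx2.2(RNAi)* planarians, which is 10.6% of those tested. The quasi-likelihood test, which made fewer false calls on simulated counts, called 509 lower and 452 higher, and all 961 were among the calls of the exact test. Of the 1579 exact test calls, 1551 (98.2%) had no overlap between the 3 control and the 3 *nkx2.2(RNAi)* libraries. Chance gives such a separation for 10% of transcripts, and 27.7% of all tested transcripts had it. The number of calls was largest when *nkx2.2(RNAi)* replicate 1 was left out, with 2508 lower and 2097 higher transcripts. It was smallest under a null hypothesis of a change no larger than 1.5-fold, with 202 lower and 57 higher. That null was tested on the quasi-likelihood fit, whose plain test gave 509 and 452. The fits that leave out a library used the exact test. Without control replicate 1 there were 418 lower and 370 higher, without control replicate 2 there were 669 and 818, without control replicate 3 there were 499 and 476, and without *nkx2.2(RNAi)* replicate 2 there were 485 and 292. Without *nkx2.2(RNAi)* replicate 3 there were 541 lower and 311 higher.

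Lower transcripts changed more than higher ones. The median log2 fold change was -0.75 for lower transcripts (quartiles -1.24 and -0.49) and 0.48 for higher transcripts (quartiles 0.38 and 0.64). At least 2-fold changes were found for 274 lower transcripts, or 33.9% of them, and for 66 higher transcripts, or 8.56%. By the quasi-likelihood test these were 237 and 62. At least 8-fold changes were found for 77 lower and 7 higher transcripts. Without *nkx2.2(RNAi)* replicate 1, 718 transcripts were lower by at least 2-fold, and without control replicate 1 there were 177. With only 2 control libraries left, the filter on low counts took 69 of the 274 transcripts out of the test, so part of that drop comes from the filter.

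**Figure D1:**
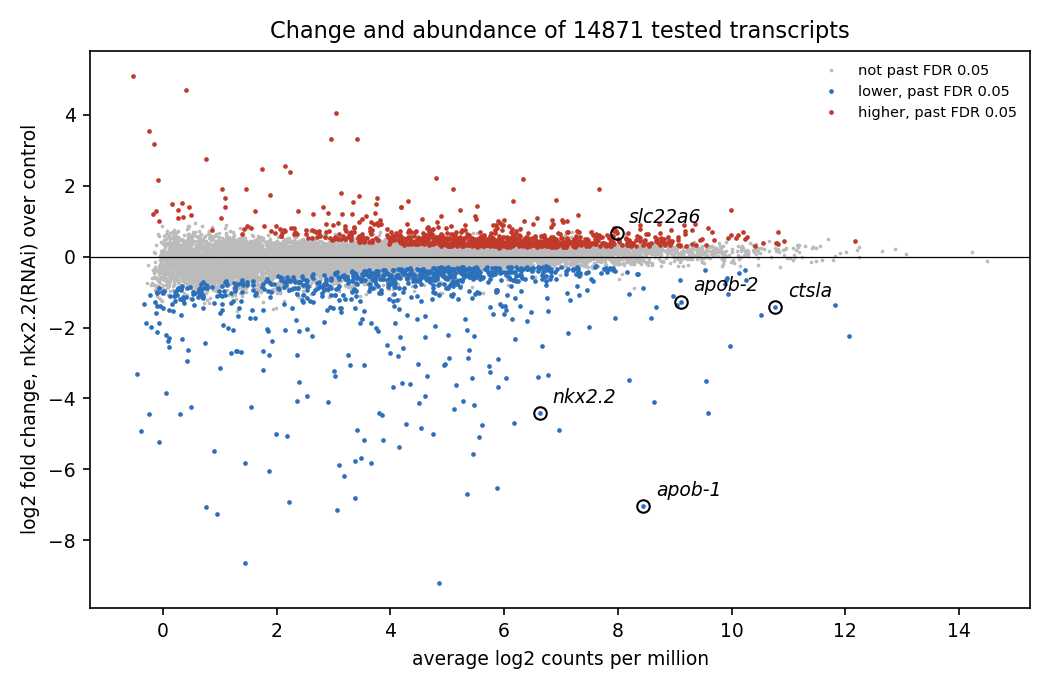
Each point is 1 of the 14871 tested transcripts, with average log2 CPM over the 6 libraries on the horizontal axis and the log2 fold change of *nkx2.2(RNAi)* over control on the vertical axis; blue and red points are past an exact test FDR of 0.05. The 808 lower transcripts reach much larger changes than the 771 higher ones, and *apob-1* lies at -7.04.

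The calls were not evenly spread over transcript abundance. When the tested transcripts were divided into deciles by abundance, the median log2 fold change went from -0.17 in the least abundant decile to 0.14 in the most abundant decile. The 2 most abundant deciles held 43.1% of the higher calls and 17.9% of the lower calls. The trend was not shared by all libraries of a group. The median deviation of the most abundant decile minus that of the least abundant decile was -0.26, -0.17 and -0.11 in the control libraries and -0.18, 0.31 and 0.32 in the *nkx2.2(RNAi)* libraries, on the log2 scale. The group means were -0.18 and 0.15. An exact permutation test gave a two-sided p of 0.3 (n = 3 per group), but the smallest p it can give is 0.1, so it cannot show that the groups are alike. When each library's trend was taken out, the quasi-likelihood test called 626 lower and 391 higher transcripts, so that 61.6% of calls were lower in place of 53%.

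**Figure D2:**
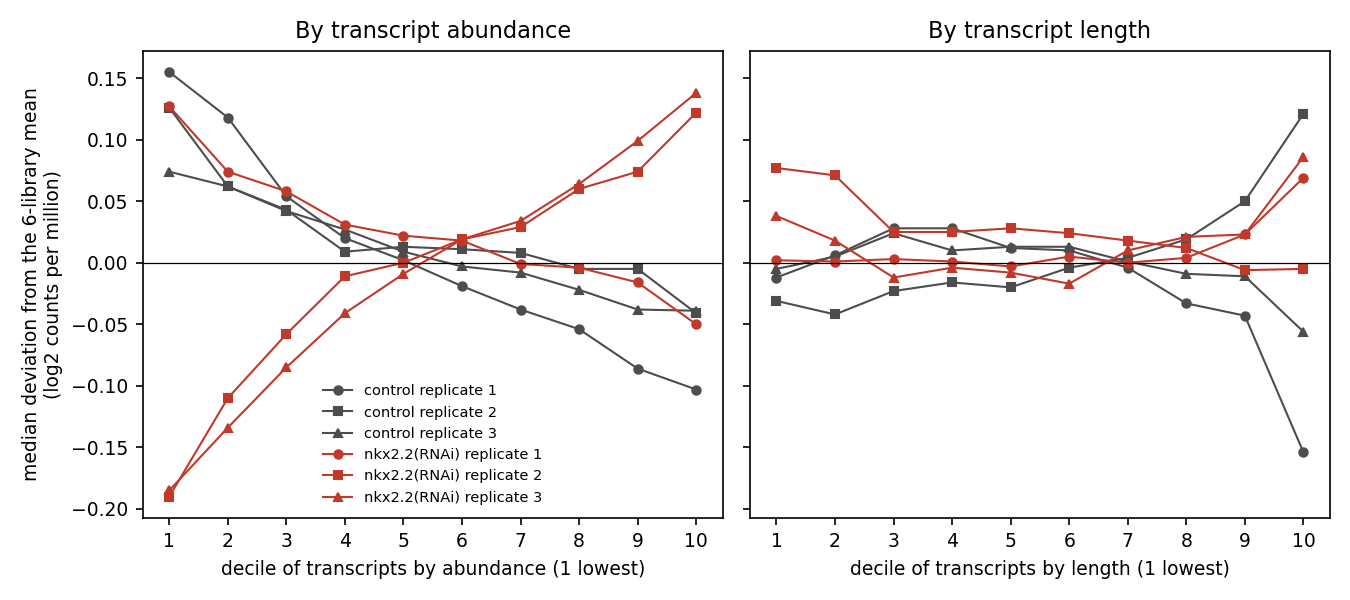
Median deviation of each library from the mean of the 6 libraries, in log2 CPM, for deciles of the tested transcripts by abundance (left) and by length (right); each line is a library. *nkx2.2(RNAi)* replicates 2 and 3 rise with abundance, while replicate 1 falls with the controls, and control replicates 1 and 2 part in the longest decile (-0.154 and 0.121).

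The *apolipoprotein b* orthologs, which the study took from this comparison, were then examined. *apob-1* (dd_Smed_v6_636_0_1, 11557 bases) stood at 702, 709 and 667 CPM in controls and at 6.21, 5.18 and 4.33 CPM in *nkx2.2(RNAi)*. Its mean fell from 693 ± 22.3 CPM to 5.24 ± 0.940 CPM (SD, n = 3 each), a log2 fold change of -7.04 (SE 0.15). The exact test p was below the smallest number the software holds, as it was for 3 transcripts in all, and the quasi-likelihood FDR in edgeR was 4.9e-08. Among the 808 lower transcripts *apob-1* ranked 6 by log2 fold change. Among the 536 of them with a mean of at least 10 CPM it ranked 2. By the p-value of the quasi-likelihood test it ranked 1, but it ranked 24 with length offsets and 2 with abundance offsets in that test. By the p-value of the exact test it ranked 4 with library size only and 3 without *nkx2.2(RNAi)* replicate 2. Its rank by log2 fold change depended on the filter on low counts. It was 12 without a filter and 1 under a literal reading of the stated filter, which leaves out dd_Smed_v6_5660_0_1 and other transcripts because they fell under 1 CPM in *nkx2.2(RNAi)*.

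*apob-2* (dd_Smed_v6_194_0_1, 17568 bases) fell less. It stood at 561, 1157 and 631 CPM in controls and at 299, 244 and 427 CPM in *nkx2.2(RNAi)*, with means of 783 ± 326 and 323 ± 93.9 CPM (SD, n = 3 each). Its log2 fold change was -1.28 (SE 0.40), with an exact test FDR of 3.1e-04 and a quasi-likelihood FDR of 0.0309 in edgeR. The change was smaller without control replicate 2, at -0.92, and remained past the threshold (exact test FDR 5.5e-04 in edgeR). It was not past the threshold when tested against a 1.5-fold change on the quasi-likelihood fit (FDR 0.301 in edgeR, in a range of 9.2e-06 to 0.301 over its alternatives). The log2 ratio of *apob-1* to *apob-2* changed from -0.10 ± 0.54 in controls to -5.91 ± 0.60 in *nkx2.2(RNAi)* (SD, n = 3 each). This change had an exact permutation p of 0.1 (two-sided), the smallest that 3 libraries against 3 can give.

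Of the list of 16 transcripts, 5 were past the FDR threshold of 0.05 over all transcripts tested, and the same number when adjusted over the list alone. The list includes the target and the *apob* transcripts, which the study chose on these libraries, so the second count is not independent evidence. Besides *nkx2.2*, *apob-1* and *apob-2*, these were *ctsla* and *slc22a6*. *ctsla* (*cathepsin La*, dd_Smed_v6_267_0_1) was lower in all 3 *nkx2.2(RNAi)* libraries than in all 3 controls, at 947 ± 276 against 2539 ± 196 CPM (SD, n = 3 each), a log2 fold change of -1.42 (SE 0.26, edgeR exact test FDR 5.1e-11). *slc22a6* (*solute carrier family 22 member 6*, dd_Smed_v6_1159_0_1) was higher in all 3 libraries, at 309 ± 10.8 against 196 ± 13.9 CPM (SD, n = 3 each), a log2 fold change of 0.66 (SE 0.07, edgeR exact test FDR 5.5e-09). Tested against a 1.5-fold change, *slc22a6* was not past the threshold.

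The other 11 listed transcripts were not past the threshold, with log2 fold changes between -0.39 and 0.12 and exact test FDR between 0.29 and 0.989 in edgeR. These were the lipoprotein receptors *ldlr-1* (-0.16), *ldlr-2* (0.12) and *vldlr-1* (-0.39), the position markers *notum* (0.01) and *wnt11-2* (0.11), *ChAT* (-0.04), *laminin* (-0.11), *piwi-1* (-0.14), *tgs-1* (0.01), *npc2* (0.04) and *prog-1* (-0.02). For *notum*, *tgs-1* and *npc2* the sign changed with the scaling of the libraries, and none of these values was called. *piwi-1*, which marks neoblasts, stood at 421 ± 13 CPM against 464 ± 5.31 CPM in controls (SD, n = 3 each). All 3 *nkx2.2(RNAi)* libraries were lower, but the difference was not past the threshold (edgeR exact test FDR 0.363). For *vldlr-1*, the call changed when 1 library was left out. It also changed with a replicate block in the quasi-likelihood test (-0.45, FDR 0.0496). *vldlr-1* stood at 177, 144 and 147 CPM in controls and at 173, 93.5 and 90.7 CPM in *nkx2.2(RNAi)*. Without *nkx2.2(RNAi)* replicate 1 its log2 fold change was -0.76, with an exact test FDR of 1.5e-08 in edgeR, in a range of 1.5e-08 to 1 over its alternatives.

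**Figure D3:**
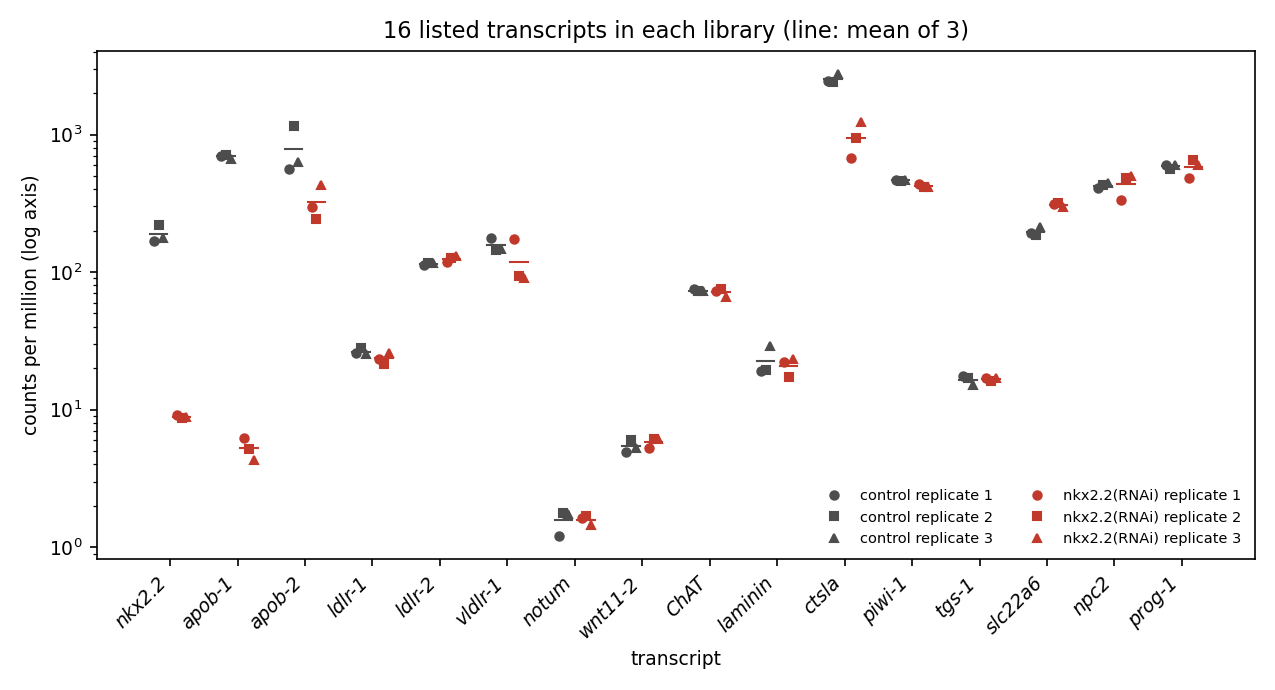
CPM of the 16 listed transcripts in each library, on a log axis; circles, squares and triangles are replicates 1, 2 and 3, grey for control and red for *nkx2.2(RNAi)*, and lines are means of 3 libraries. *nkx2.2* and *apob-1* are lower in all 3 *nkx2.2(RNAi)* libraries, at 8.87 and 5.24 CPM on average, and *apob-2* is spread widest among controls, from 561 to 1157 CPM.

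The transcripts with the largest changes were not on the list, and they are given by identifier alone. The lowest log2 fold change was that of dd_Smed_v6_5660_0_1, at 57.4 ± 4.68 CPM in controls and 0.0928 ± 0.0489 CPM in *nkx2.2(RNAi)* (SD, n = 3 each). It had 9810 counts in the 3 control libraries and 17 in the 3 *nkx2.2(RNAi)* libraries, a ratio of 598 after scaling by library size and TMM factors (95% interval 373 to 1030). The next was dd_Smed_v6_13438_0_1, with 915 and 2 counts, a ratio of 474 with the same scaling (95% interval 131 to 3920). The highest log2 fold changes were those of dd_Smed_v6_16097_0_1, at 4.70 (SE 0.64, edgeR exact test FDR 2.1e-23), and dd_Smed_v6_36912_0_1, at 4.04 (SE 0.31, edgeR exact test FDR 2.3e-61). dd_Smed_v6_16097_0_1 rose from 0.0936 ± 0.0518 to 2.5 ± 0.716 CPM and dd_Smed_v6_36912_0_1 from 0.928 ± 0.344 to 15.4 ± 0.401 CPM (SD, n = 3 each).

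The authors' deposited table, which holds their own test of the same comparison, lists 15013 transcripts, with 767 lower and 719 higher past an FDR of 0.05. Of these transcripts 14845 were also tested here, and 1382 were called in both with the same sign in each. A further 99 were called only in the authors' deposited table and 196 only here. In the authors' deposited table the log2 fold changes of *nkx2.2*, *apob-1* and *apob-2* are -4.38, -7.03 and -1.27, and *apob-1* ranks 5 by log2 fold change among lower transcripts and 1 by FDR among all transcripts.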

Values the study reported

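The study reported between 28 and 43 M reads for each replicate of control and *nkx2.2(RNAi)* planarians. It described *apob-1* as the second transcript in order among those that fell, by both significance and fold change, and *apob-2* as significantly lower. Its threshold was an FDR below 0.05.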

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

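Each group holds 3 libraries, which is too few to test formally whether a single library lies far from the rest of its group. The place of *nkx2.2(RNAi)* replicate 1 is described under other observations, without such a test. The tests in this part were chosen after the result was seen.

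A signal was found among the 12449 transcripts with a count that the filter on low counts kept out of the comparison. Fitted without the filter, 20 of them were higher in *nkx2.2(RNAi)* than in control libraries past an edgeR exact test FDR of 0.05, and 98 were lower. All 20 were higher in each of the 3 *nkx2.2(RNAi)* libraries than in each control library, and 3 of them had no count in any control library. Their total counts over the 6 libraries ranged from 19 to 297, so each rests on few reads. The quasi-likelihood test called 11 higher and 45 lower. The trend with abundance between libraries is argued against, since it goes the other way. The 7497 transcripts outside the comparison with total counts in the same range had a median log2 fold change of -0.21. Reads shared with other transcripts and RNA from another source were not tested and stay open beside an effect of *nkx2.2* knockdown. Library depth did not separate the groups, at 53.3 to 59.4 M counts in controls and 55.9 to 65.5 M in *nkx2.2(RNAi)*.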

How the results depend on the processing

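The abundance and length offsets were chosen after seeing the data. Over 610 recomputed values, 539 kept their direction and side of the threshold, or moved by less than the spread. That tally is lenient. It counts 1075 lower transcripts with a replicate block as kept, against 808, and it includes transcripts called in no setting. *nkx2.2* and *apob-1* stayed past the threshold in all 21 alternatives, at log2 fold changes of -4.49 to -3.67 and -7.36 to -6.95. *apob-2* stayed past it in 20, at -1.60 to -0.92, the exception being the null of 1.5-fold (-1.28, FDR 0.301), which asks for a larger change.

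The counts of transcripts depended most on the test and on single libraries. The quasi-likelihood test gave 509 lower and 452 higher transcripts, limma-voom 533 and 459, and the null of 1.5-fold 202 and 57. With abundance offsets there were 391 higher. The cause of the drop under the quasi-likelihood test and limma-voom was not tested; both made fewer false calls on simulated counts. When each replicate was left out in turn, lower transcripts ranged from 418 to 2508, higher transcripts from 292 to 2097, and transcripts lower by at least 2-fold from 177 to 718. The highest of the counts of lower, higher and at least 2-fold lower transcripts came without *nkx2.2(RNAi)* replicate 1, although fewer libraries were then compared. Leaving out a control library also took 69 of the 274 transcripts lower by at least 2-fold out of the test through the filter, so part of that drop is set by the filter.

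The replicate numbers were not taken as pairs, since not every pair of libraries with the same number deviated together. Deviations from the group means correlated at 0.40, 0.00 and 0.17 for numbers 1, 2 and 3. With *nkx2.2(RNAi)* libraries of other numbers, control replicate 1 correlated at -0.37 to -0.17. For control replicates 2 and 3 these ranges were -0.19 to 0.24 and -0.27 to 0.21. The quasi-likelihood test with replicate block gave 1075 lower and 797 higher transcripts, against 509 and 452 without it. With the block, *vldlr-1* was past the threshold (-0.45, FDR 0.0496, in a range of 1.5e-08 to 1 over its alternatives). On simulated counts without pairs, the block recovered 178 of 200 changes with 8.72% false calls, against 179 and 7.25% without it. Variation shared by libraries of the same number therefore stays open.

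Sign changes were found only for transcripts that were not called. With DESeq2, *notum* was at 0.00 and *tgs-1* at -0.01; with relative log expression factors these were 0.00 and -0.01. With library size only, *notum* was at -0.04, *tgs-1* at -0.05 and *npc2* at -0.03. Without a filter *prog-1* was at 0.01, and with filterByExpr *tgs-1* was at 0.00. *npc2* was at -0.12 with abundance offsets and -0.03 with length offsets. With each replicate left out in turn, *notum* ranged from -0.15 to 0.09, *tgs-1* from -0.05 to 0.05, *npc2* from -0.09 to 0.19, *prog-1* from -0.14 to 0.09, *laminin* from -0.24 to 0.11 and dd_Smed_v6_2716_1_1 from 0.00 to 0.24.

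The rank of *apob-1* by log2 fold change moved in 11 of 20 alternatives, between 1 and 12, and its rank by p moved in 4 of 20, between 1 and 24. Depth limits the transcripts of few counts: dd_Smed_v6_13438_0_1, with 2 counts in *nkx2.2(RNAi)*, had fitted values from -11.22 to -6.88.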

Other observations

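In this part, the test of the abundance trend as a cause of the place of *nkx2.2(RNAi)* replicate 1 was written down before its result was seen. The other tests were chosen, or written down, after the result was seen.

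Of the 10 splits of the 6 libraries into 3 and 3, only 1, the split into control and *nkx2.2(RNAi)*, gave as many calls as were found. The other splits gave between 0 and 26 calls by the exact test. The quasi-likelihood test gave 961 calls for that split and 0 for each of the others. Each other split mixes both groups, so the knockdown effect widens the spread within its sets and lowers its calls. Their counts therefore do not measure how many calls chance gives. With 10 splits the share of splits cannot go under 0.1, so this count alone cannot exclude chance at 0.05.

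Library totals here were 53.3 to 65.5 M counts. That is higher than the value quoted from the study above. Whether the totals count fragments, single reads or alignments was not tested. The rank of *apob-1* by log2 fold change was 6 here. That is a lower place than the one quoted from the study above. It ranked 2 among lower transcripts with a mean of at least 10 CPM, and 1 by the p-value of the quasi-likelihood test.

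The rise of the median log2 fold change with abundance may come from the libraries and not from the knockdown. The abundance trend differed by up to 0.50 (log2) between libraries of one group, because *nkx2.2(RNAi)* replicate 1 went with the controls. An effect of *nkx2.2* on abundant transcripts that was weaker in that library cannot be told apart from a difference in library preparation, since 3 libraries per group are too few. The trend was not the whole cause of the higher calls among abundant transcripts. Of 188 such calls by the quasi-likelihood test in the 2 most abundant deciles, 139 were kept when the trend was taken out. The shares of higher and lower calls in these deciles were then 36.1% and 33.5%, but taking out a median trend evens these shares by construction.

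*nkx2.2(RNAi)* replicate 1 differed from the other *nkx2.2(RNAi)* libraries in more than this trend. It also stood apart from all other libraries on the second principal component, at 32 against -14.6 to 5.2. Its place is thus not only a shift towards the controls. On the first principal component it lay 37.6% of the way from the other *nkx2.2(RNAi)* libraries to the controls, and 30.8% of the way when abundance trends were taken out. That argues against the abundance trend as the whole cause. RNA of control animals in that library is also argued against. The 76 transcripts that were lower by at least 8-fold when that library was left out of the fit stood there at a median of 4.35% of the control level, against 4.45% and 4.94% in replicates 2 and 3, far under the share that its place on the component would need. The target itself was at 4.82% of control there and at 4.59% and 4.70% in the others, and *apob-1* was at 0.897% there and at 0.748% and 0.626%. The median log2 change of the lower calls was -0.59 in replicate 1 and -0.84 and -0.83 in replicates 2 and 3. A hypothesis left open is that animals of replicate 1 were at an earlier stage of the response, and differences in handling or in library preparation were not tested. A cause shared by the libraries numbered 1 also stays open. Their deviations from the group means correlated at 0.40 across transcripts, and control replicate 1 lay on the same side of its group on the first component.

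*apob-2* was higher in control replicate 2 than in the other controls by 0.96 (log2). A bias of that library towards long transcripts is a candidate explanation. The 52 tested transcripts of at least 10000 bases were higher in that library by a median of 0.80, and *apob-2* ranked 15 among them. *apob-1*, also over 10000 bases, was an exception, with an excess of 0.05 and rank 50. Long transcripts deviated from the mean of the 6 libraries by a median of -0.64, 0.32 and -0.24 in the controls and 0.17, 0.10 and 0.30 in *nkx2.2(RNAi)*. With length offsets the fall of *apob-2* was larger, at -1.60 in place of -1.28. No biological explanation of a difference between control libraries was tested.

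The authors' deposited table differs from a fit of the deposited counts by the steps used here. The study used an older edgeR version, and whether that changed calls was not tested and stays open. FDRs differed at nearly equal log2 fold changes, in both directions. For *apob-2* the FDR was 9.2e-06 in the authors' deposited table and 3.1e-04 by the exact test here. For *slc22a6* these were 1.8e-07 and 5.5e-09. Another reading of the filter on low counts is argued against, since 485 shared transcripts differ by over 0.25 in average log2 CPM, which a filter does not set. Of these, 473 are higher in the authors' deposited table and 388 are among the shortest 20% of tested transcripts, up to 838 bases. In that shortest part 13.1% differ, against 0.817% of the rest. A count table in which reads of short transcripts were counted in another way is a possible explanation, which stays open because it was drawn from these values and the reads were not analysed here. The log2 fold changes were within 0.1 of each other for 98.1% of all shared transcripts and for 79.8% of the 485. For dd_Smed_v6_13438_0_1 the log2 fold change was -7.36 in the authors' deposited table and -8.64 here. The value here rests on 2 counts in *nkx2.2(RNAi)* and was -6.88 with a prior count of 2. That gap alone therefore does not show that the counts differ.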
